# Accelerated knowledge discovery from omics data by optimal experimental design

**DOI:** 10.1038/s41467-020-18785-y

**Published:** 2020-10-06

**Authors:** Xiaokang Wang, Navneet Rai, Beatriz Merchel Piovesan Pereira, Ameen Eetemadi, Ilias Tagkopoulos

**Keywords:** Computational models, Data acquisition, Data mining

## Abstract

How to design experiments that accelerate knowledge discovery on complex biological landscapes remains a tantalizing question. We present an optimal experimental design method (coined OPEX) to identify informative omics experiments using machine learning models for both experimental space exploration and model training. OPEX-guided exploration of *Escherichia coli*’s populations exposed to biocide and antibiotic combinations lead to more accurate predictive models of gene expression with 44% less data. Analysis of the proposed experiments shows that broad exploration of the experimental space followed by fine-tuning emerges as the optimal strategy. Additionally, analysis of the experimental data reveals 29 cases of cross-stress protection and 4 cases of cross-stress vulnerability. Further validation reveals the central role of chaperones, stress response proteins and transport pumps in cross-stress exposure. This work demonstrates how active learning can be used to guide omics data collection for training predictive models, making evidence-driven decisions and accelerating knowledge discovery in life sciences.

## Abstract (web summary)

How to design experiments that accelerate knowledge discovery on complex biological landscapes remains a tantalizing question. Here, the authors present OPEX, an optimal experimental design method to identify informative omics experiments for both experimental space exploration and model training.

## Introduction

The scientific method of formulating, testing, and ultimately accepting hypotheses has been the way we have advanced science for centuries^1–3^. Through hypothesis-driven and discovery-based science, we have been able to study an organism’s physiology intimately, fueled by technological advances in structural biology^4^, omics^5^, automation^6^, computational modeling, and big data analysis^7,8^. In computational science, we are witnessing the age of predictive and prescriptive analytics in a wide spectrum of disciplines, including biology, biotechnology, and medicine, with large, consistent, and informative datasets being essential for computational learning^9–16^.

Through human history, data are viewed as a means to test hypotheses or discover associations and phenomena, and less as a means to train computational methods across the various biological dimensions^17^. In the era of prediction, experimental design methods, such as those based on optimal experimental design (OED), also known as active learning, have the potential to accelerate scientific exploration^18–20^. OED is a class of algorithms originating from the 1950s that aims to guide data collection^21^. OED methods usually formulate a sampling problem as an optimization problem, which aims to identify the next experiment(s) to perform so that a specific objective is maximized, and a set of constraints are met^22^. These methods usually balance exploration (global search, maximizing coverage of the experimental space) and exploitation (local search, refining existing solutions) objectives. Depending on the problem, mutual information^23^, Fisher information^24^, predictive variance^25^, generalization error^26,27^, and margin^28^ have been used as part of the objective function^29^. OED methods have been applied extensively in various industries, including aerospace engineering^30^, seismic source inversion^31^, sensor placement^32^, and more recently in material science^22,33,34^. In biology, OED methods have recently been used in protein design^35^, drug discovery^36–39^, assay panel selection^40^, system biology^41–47^, and synthetic biology^48^. The systems biology applications of OED have been largely focused on uncovering the underlying gene regulatory or signaling network, usually involving a few dozen genes^49,50^. In contrast, our focus is on optimal training of predictive machine learning models from genome-scale transcriptional profiling experiments, which aim to capture the expression of thousands of genes. Although never used for omics experiments, OED methods can be especially useful in exploring the experimental space efficiently across a multitude of design dimensions and providing a method to produce training data that carry the maximum information content for training a predictive model.

Towards this goal, we design an optimal experimental design (coined OPEX) framework to guide omics experimentation by selecting the most informative experiments to perform. OPEX consists of two essential modules, a machine learning model and a utility metric that evaluates the information of an unobserved datapoint. Here we use Gaussian process (GP) as the model of gene expression^51^, both because it is a nonparametric method and it predicts a distribution rather than a point estimate. From the predicted distribution, we use two metrics, entropy, and mutual information^32^, to evaluate the utility of each candidate experiment.

In its core, OPEX assesses the information content distribution and model uncertainty across the experimental space to identify the next batch of experiments (Fig. 1). We apply OPEX in the exploration of the transcriptional interplay in *Escherichia coli* when exposed to biocides and antibiotics and demonstrate how it traverses experimental space in a way that the model achieves the same predictive performance with fewer experiments. Furthermore, through analysis of the transcriptional profiling and fitness results, we identify several cases of cross-stress protection (vulnerability), where *E. coli* treated with a biocide is more (less) protected to antibiotics than expected^52,53^.

**Fig. 1:**
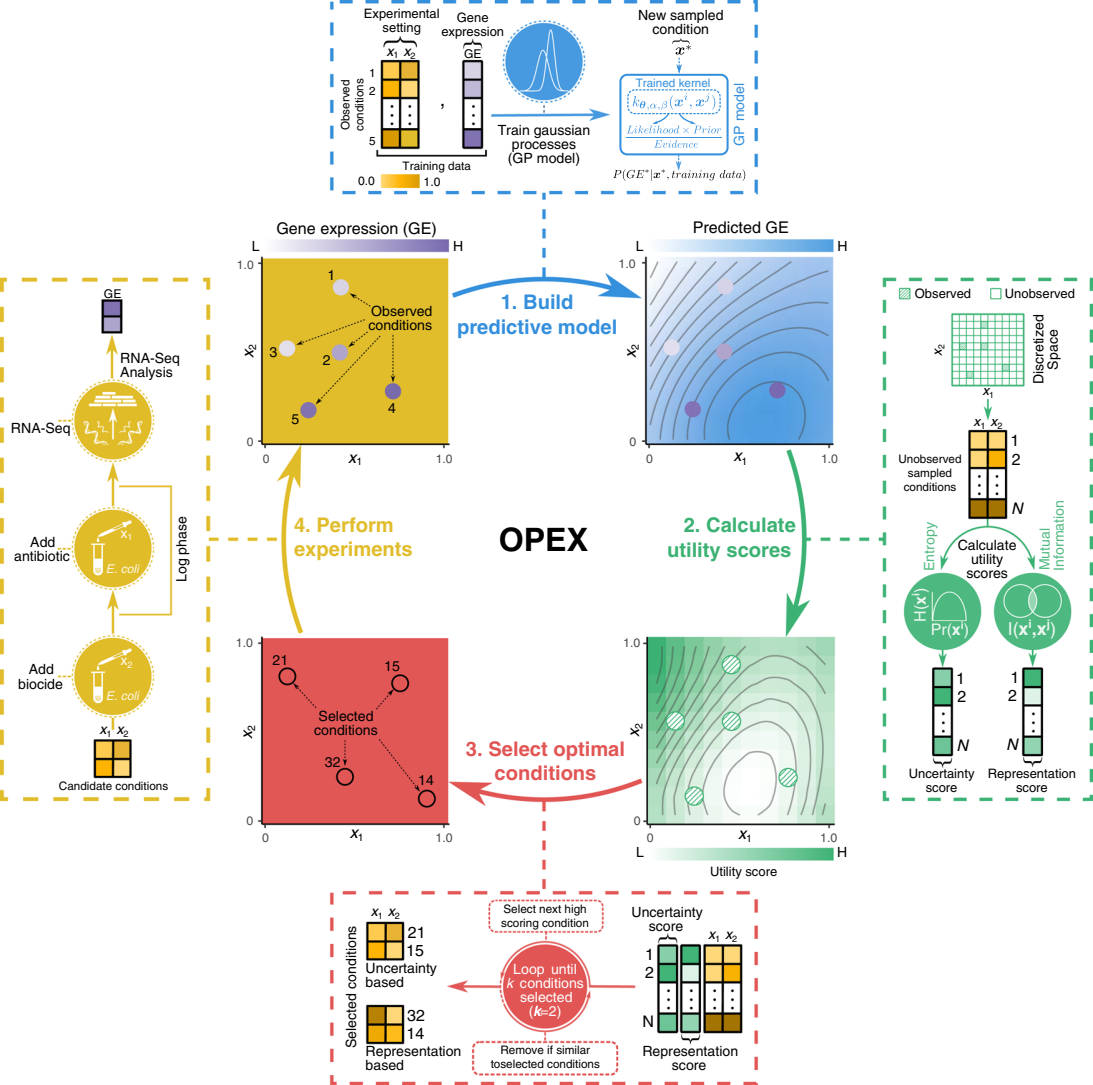
Overview of the optimal experimental design (OPEX) framework. First, OPEX builds a predictive model of gene expression by training an underlying model (Gaussian process here) on the observed conditions and their measured gene expression values. Second, it calculates uncertainty or representation utility scores for unobserved conditions, based on entropy or mutual information metrics that are calculated from the trained GP model. Third, unobserved conditions which have the highest utility scores but are not similar to each other, are selected as candidate conditions for experimentation. Finally, new wet-lab experiments are performed to measure the cellular gene expression of candidate conditions. The newly selected conditions and their measured gene expression values are then added as an observed condition to be used for a subsequent round of OPEX. In this example, each condition is characterized by a particular choice of antibiotic and biocide depicted as *x*_1_ and *x*_2_ values determining a single cross-resistance experiment. The OPEX framework also allows exploring different concentrations for a biocide and antibiotic combinations (Section 2.4 in Supplementary Information).

## Results

### Active learning accelerates discovery and model training

We applied OPEX on the unexplored space of biocide and antibiotic interactions, where we performed genome-wide transcriptional profiling of *E. coli* under sequential biocide–antibiotic stress combinations (see “Methods”). 

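The dataset comprises 45 conditions with 3 biological replicates each: the 40 combinations of 10 biocides and 4 antibiotics, the 4 antibiotics without a biocide, and a control without either. RNA-Seq measures the abundance of a transcript by the number of sequenced reads that map to its gene, and the authors deposited these numbers as counts for 4452 genes, without normalization. Between 1241019 and 8530083 reads per library were counted on genes, with a median of 3258652. The 12 libraries of the chlorophene conditions, which the deposited labels name phenol, had the lowest median of the 10 biocides (1453267). In these libraries 9.02% to 19.1% of the counts fell on the 22 rRNA genes, against 1.85% to 6.49% in the other 123 libraries. Differential expression was tested on the counts with edgeR's quasi-likelihood test, in one fit of all libraries with TMM scaling and a coefficient for each condition. A gene was called a DEG when its Benjamini-Hochberg adjusted p was under 0.05 over the 4329 genes tested and its fold change was at least 2. Against the control, a median of 275.5 DEGs was called over the 44 treated conditions, from 1 in povidone-iodine/ampicillin to 1781 in H2O2/rifampicin. Restricting the fit to genes with a CPM (counts scaled by library size) above 100 in at least 0.5 of the replicates moved this median most, to 62.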

We selected four antibiotics based on their diverse mechanisms of action and ten biocides based on their widespread use in hospitals and households (Fig. 2a). GPs were trained to model the genome-wide gene expression for all combinations and then used OPEX to guide 30 cycles of experimentation (i.e., the gene expression dataset in Supplementary Data 1). Each OPEX cycle resulted in a different biocide–antibiotic combination to explore (Fig. 2a), with the GP-based model being retrained with each new dataset obtained. 

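Selection guided by entropy and random selection were recomputed from the deposited counts with an independent implementation. Expression was the log2 ratio of CPM to the mean control CPM, with a pseudocount of 1 CPM, for 1184 expressed genes. Each gene was modeled by a GP with one length scale for a difference in biocide and one for a difference in antibiotic. Each of 50 starts held 15 conditions, and both strategies added 1 condition per iteration from the same starts. At iteration 23, the mean absolute error for the unobserved conditions was 0.213 ± 0.0268 (SD, n = 50 starts) under guided selection and 0.221 ± 0.0396 under random selection. The mean paired difference of -0.00747, which is 3.38% of the error under random selection, was not resolved over the starts (two-sided sign-flip permutation test, p = 0.24). The error was lower under guided selection in 29 of the 50 starts, which reuse one dataset and are not biological replicates. The mean error that random selection had at iteration 27 was first reached after 22.4 ± 5.19 iterations under guided selection and after 22.7 ± 5.42 under random selection (p = 0.83 from the same permutation test). In the 9 alternatives that were planned, the difference in error ranged from -0.00831 to 0.0027, with p between 0.18 and 0.77. The alternative that moved it most was 1 of 2 chosen after these values were seen, and gave each biocide and each antibiotic a length scale of its own, for 200 genes drawn at random. Its error at iteration 23 was 0.170 under guided and 0.217 under random selection, a difference of -0.0466 (p = 1e-05, the smallest that 100000 resamples can give in this permutation test), and guided selection needed 7.72 iterations fewer. With the same 200 genes and one length scale for each factor, the difference was -0.00603 (permutation p = 0.35). On simulated additive profiles the separate length scales predicted less well, with an error of 0.346 against 0.162, while for the same 200 genes of the deposited data their error at iteration 1 was lower (0.260 against 0.306).

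**Figure D1:**
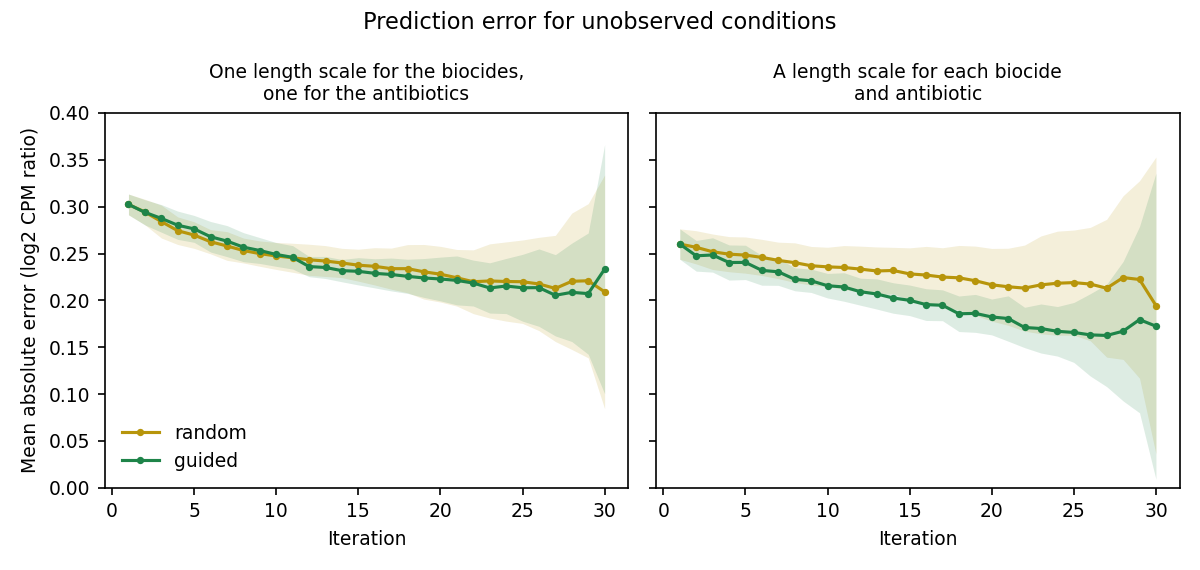
Mean absolute error (log2 CPM ratio) for the unobserved conditions against iteration, under guided and random selection; points are means over 50 starts and bands are ± SD. At iteration 23 the means are 0.213 (guided) and 0.221 (random) on the left, with one length scale for the biocides and one for the antibiotics, and 0.170 and 0.217 on the right, with a length scale for each biocide and antibiotic, a model chosen after the left panel was seen.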

OPEX used 44% less data to achieve the same accuracy early on (iteration 15 vs. 27, *p* value = $$2.2 \times 10^{ - 16}$$, Fig. 2b, Supplementary Fig. 1) and led to a better model (22% less mean average error, *p* value = $$6.7 \times 10^{ - 97}$$, Fig. 2c) compared to when the experiments were picked at random or by expert sampling (see “Random sampling and expert sampling” section of “Methods”). OPEX was found to be robust to noise, batch size, and dataset heterogeneity (see Section 4.1.2 of Supplementary Information, Supplementary Figs. 2–9, and Supplementary Data 2). 

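The recomputation was repeated with the 4238 genes whose mean CPM was at least 1. The error at iteration 23 was then 0.289 under guided selection and 0.291 under random selection, a difference of -0.00171 (n = 50 starts, permutation p = 0.77). Guided selection needed 0.72 iterations more than random selection to reach the random error of iteration 27 (permutation p = 0.49).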

Similar results were observed when running OPEX on all the genes of *E. coli* (Section 4.2.5 in Supplementary Information, Supplementary Figs. 10–13) or implementing OPEX by a Query-by Committee approach (Supplementary Table 2). The performance of expert sampling was always worse than that of random sampling (Supplementary Fig. 14) regardless of the level of exploration.

**Fig. 2:**
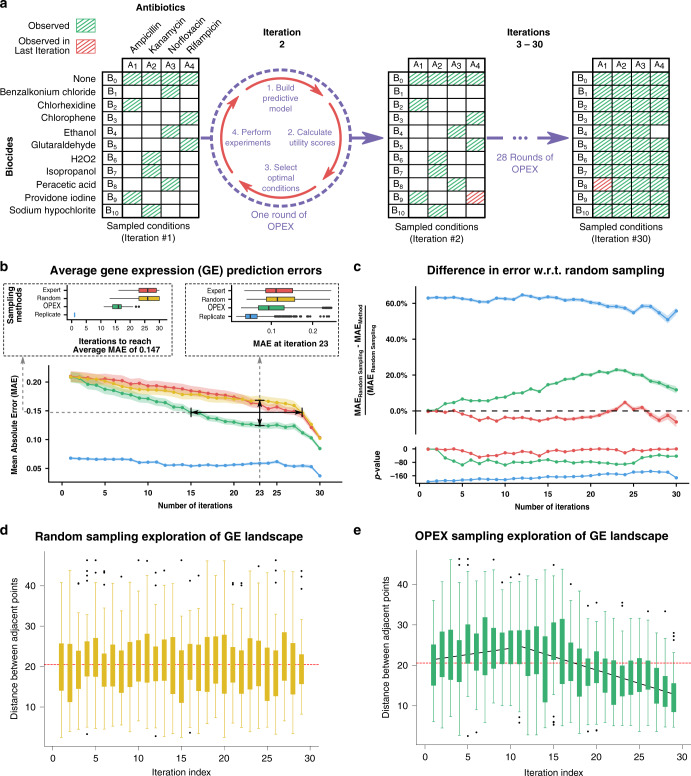
OPEX applied to biocide–antibiotic experimental space. **a** After 15 randomly sampled initial conditions, we performed 30 iterations (rounds) of OPEX, where at each iteration, the genome-wide transcriptional profile of *E. coli* is measured under a biocide–antibiotic combination. **b** Prediction error (MAE) for the remainder unobserved conditions at each iteration and for the three methodologies (Expert, Random, OPEX). Background envelop depicts the 95% confidence interval after 50 random initializations. Blue line depicts the variation in expression within the experimental replicates for each condition (three biological replicates). The boxplot on the top left shows the number of iterations necessary to reach a MAE of 0.15. The boxplot on the top right shows the MAE from each sampling method at iteration 23, where the gap between MAE of random sampling and OPEX is maximum. **c** The MAE difference and *p* value for each method with respect to random sampling. The *p* values were calculated by a one-sided paired *t* test (*n* = 1123). **d**, **e** The distance between the gene expression profiles of every two consecutively selected culture conditions by random sampling and OPEX, respectively. Each box in the boxplot shows the average distance for 50 random initializations. The red dashed line shows the median of the distances over all the iterations. Each box represents an interquartile range, which consists of data points between the 25th and 75th percentiles. The whiskers extend to the maximum and minimum values but no further than 1.5 times the interquartile range for a given whisker.

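The variation within replicates was computed as the mean absolute deviation of the log2 CPM ratio of each replicate from the mean of its condition, over the expressed genes. It was 0.0951 ± 0.0488 (SD, n = 44 conditions). Averaged over the 4 conditions of a biocide, it was highest for benzalkonium chloride (0.215) and lowest for glutaraldehyde (0.0631). The value for benzalkonium chloride rests in part on single libraries. With ampicillin, the variance between replicates was 170 and 193 times counting error for pairs with replicate 1, and 16.8 without it. With kanamycin, it was 200 and 209 times for pairs with replicate 2, and 19.4 without it. The choice of genes moved the mean deviation over the 44 conditions most: with all genes of a mean CPM of at least 1, it was 0.206.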

### Broader exploration followed by fine-tuning as a strategy

We inspected how OPEX selects the next experiment to perform and the reason for its superior performance. 

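The distance was computed as the Euclidean distance between the log2 profiles of consecutively selected conditions, averaged over the 50 starts. Under guided selection with one length scale for each factor, its slope was 0.0732 per iteration over the first 10 iterations (R2 = 0.0162, permutation p = 0.72). After iteration 10 the slope was 0.00219 (R2 = 6.53e-05, permutation p = 0.97). The slope after iteration 10 was positive with the mutual information metric (0.151, permutation p = 0.029) and with hyperparameters shared by all genes (0.151, p = 0.042). With a length scale for each biocide and antibiotic, the model chosen afterwards, it was -0.209 (R2 = 0.806, p = 1e-05, the smallest that the permutations can give), while the slope over the first 10 iterations was 0.00199 (p = 0.98).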

We found that the distance amongst gene expression profiles for consecutively selected conditions first increases (the first ten conditions, *R*^2^ = 0.31, *p* value <0.046) and then rapidly decreases (*R*^2^ = 0.77, *p* value = 6.7 × 10^−7^, Fig. 2e). No such pattern was observed with random or expert sampling (Fig. 2d and Supplementary Figs. 15,16). 

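In the recomputation, the slope under random selection was -0.268 per iteration over the first 10 iterations (R2 = 0.346, permutation p = 0.076) and 0.0478 after iteration 10 (R2 = 0.0544, p = 0.34). Expert sampling was not analysed here.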

OPEX works by balancing the need to explore under-sampled experimental neighborhoods to that of picking conditions to sample for which the model is less confident, even when those are in a well-sampled area. The gain from a broader exploration and then a fine-tuning strategy is maximized when a balanced trade-off between exploration and exploitation exists (Section 4.2.3 of Supplementary Information, Supplementary Fig. 17). We investigated the behavior of OPEX without exploration as the prediction error goes up at the last few iterations. 

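In the recomputation with a random condition at every second iteration, the mean error of guided selection was lowest at iteration 27 (0.205) and was 0.233 at iteration 30, when 1 condition was unobserved. Random selection had a mean error of 0.209 at iteration 30. Without exploration, guided minus random error was -0.0055 at iteration 23 (n = 50 starts, permutation p = 0.44) and -0.0168 at iteration 30. Its slope of the distance over the first 10 iterations was negative (-0.304, permutation p = 0.074).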

For details, see Supplementary Figs. 18–20.

### OPEX accelerates the discovery of gene expression clusters

Next, we applied OPEX to evaluate how previous exposure to biocides would affect *E. coli’s* survival in four antibiotics with diverse modes of action. 

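The 44 treated conditions were clustered by the mean over 3 replicates of their log2 CPM ratios, with Euclidean distance and complete linkage. Divided into 3 clusters, the tree held the 8 ethanol and isopropanol conditions in one cluster, 9 conditions in a cluster of rifampicin conditions and 27 in the remaining cluster. In this division 42 of the 44 conditions sat in the cluster of their treatment. Chlorhexidine/rifampicin fell in the remaining cluster and peracetic acid/kanamycin fell in the rifampicin cluster, with all 3 libraries of each. The mean distance between 2 conditions of one cluster was 19.3 ± 7.96 (SD) for the alcohols, 15.0 ± 5.65 for rifampicin and 16.3 ± 6.12 for the remaining cluster. The corresponding distances to conditions outside the cluster were 33.7 ± 4.76, 34.3 ± 5.34 and 32.5 ± 4.35, and replicates of one condition lay 8.09 ± 4.98 apart. The alternative that moved the division most used all genes with a mean CPM of at least 1 and placed 31 of the 44 conditions.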

We found that biocide–antibiotic combinations are clustered in three groups based on their conditions, with two of those clusters corresponding to Rifampicin and alcohols, respectively (Fig. 3a, b, and Supplementary Fig. 21). OPEX-guided modeling was able to predict the gene expression profile and cluster membership of the unobserved conditions accurately early on (accuracy of 96.5% ± 1.9% using OPEX vs. 93.3% ± 3.3% using random sampling at iteration 15, *p* value = 2.4 × 10^−6^), hence accelerating knowledge discovery and outperforming models that were trained based on either random or expert sampling (Fig. 3c).

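In the recomputation, an unobserved condition was given the cluster whose mean profile lay nearest to its predicted profile, and observed conditions counted as correct. At iteration 15 the accuracy was 97.3% ± 2.7 (SD, n = 50 starts) under guided selection and 97.9% ± 1.97 under random selection. The mean paired difference of -0.545 percentage points was not resolved over the starts (two-sided sign-flip permutation test, p = 0.24), with guided selection more accurate in 14 starts and equal in 19. Without exploration the difference changed sign to 0.409 points (permutation p = 0.3), and with a length scale for each biocide and antibiotic it was 0.0455 points (p = 1). From its own accuracies, the paper concludes that OPEX accelerates knowledge discovery.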

**Fig. 3:**
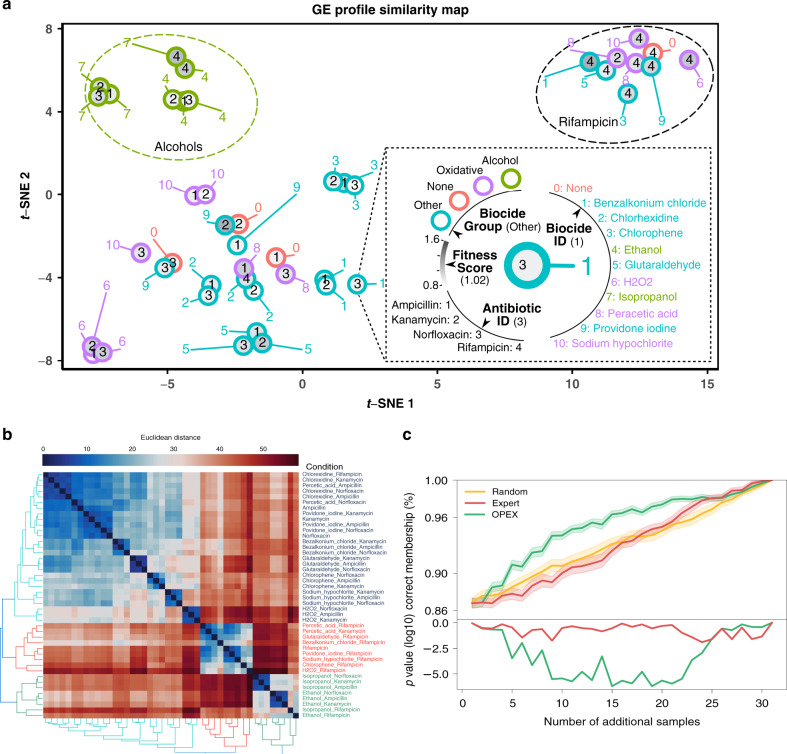
OPEX accelerated the discovery of cluster memberships for the culture conditions. **a** A two-dimensional representation of the gene expression profiles of all 44 culture conditions through t-SNE, where three clusters are observed (Rifampicin, Alcohols, and Others). Each bordered circle represents a culture condition, with the border color encoding the biocide group. The grayscale color of the inner circles encodes the fitness of *E*. coli under each condition. The numbers inside and outside each circle encode for the antibiotic and biocide, respectively. **b** Hierarchical clustering of culture conditions using the transcriptomic profiles for each culture condition. **c** Performance of OPEX in predicting cluster memberships. Starting with 15 observed culture conditions, OPEX predicts more accurately than other methods the gene expression phenotype of the remaining conditions and their respective clusters (Alcohols, Rifampicin, and Others), with *p* values being calculated with reference to random sampling. The shadow belt around a curve represents plus and minus standard deviation in 50 runs. The *p* values were calculated by a one-sided *t* test.

### Exposure to biocides confers cross-stress protection

Interestingly, both strong cross-stress protection and cross-stress vulnerability were observed (Fig. 4 povidone-iodine/kanamycin and norfloxacin/chlorophene). Cross-stress protection (vulnerability) is the phenomenon where exposure of an organism to a given stressor increases (*decreases*) its fitness when subsequently exposed to a different stressor^53,54^. Here, we introduce the cross-stress protection index (CSPI) to indicate any cross-stress protection or vulnerability (see “Methods”). Out of 40 cross-stress combinations, we identified cross-stress protection in 29 cases (avg. fitness increase by 38.4 ± 10.4%), and cross-stress vulnerability in 4 cases (avg. fitness decrease by 2.3 ± 0.44%), as shown in Fig. 4.

**Fig. 4:**
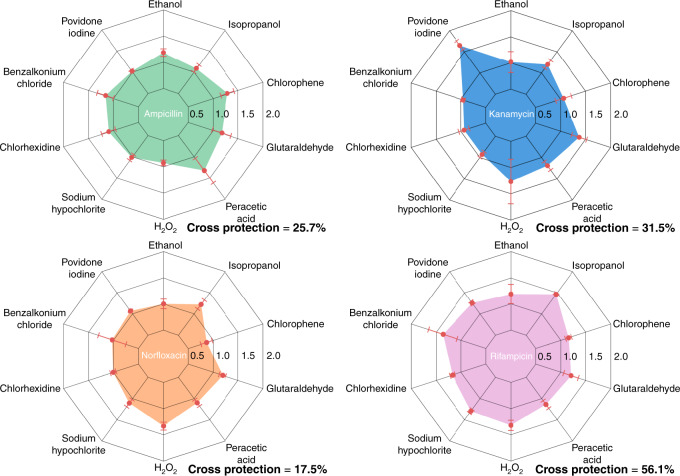
Cross-stress behavior plots of *E. coli* exposed to biocide, followed by an antibiotic. The cross-protection percentage for each antibiotic represents the relative difference of the shaded area compared to that of the decagon with no cross-stress behavior. A cross-stress protection index (CSPI) of more than 1 denotes cross-protection of biocide-treated cells in antibiotic compared to biocide-untreated cells. CSPI less than 1 indicates cross-vulnerability of biocide-treated cells in antibiotic compared to the biocide-untreated cells. The error bars represent the standard error of mean among 3–4 biological replicates centered at their mean.

### Chaperons and membrane proteins are involved in cross-stress

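Each of the extreme pairs was compared with the control and with its antibiotic alone, at 3244841 to 3611519 counts per library for povidone-iodine/kanamycin, 7055120 to 7272079 for kanamycin, 1356660 to 1765114 for chlorophene/norfloxacin, 7542241 to 8530083 for norfloxacin and 2777548 to 3439556 for the control. In povidone-iodine/kanamycin 10 DEGs were called against the control, all of them upregulated, and 10 were called in kanamycin alone. These lists shared 8 genes, whereas lists of the same lengths, taken by lowest p in 8 simulations without any change, shared 0 to 1. Across the 4329 genes, which are not independent replicates, the fold changes of both conditions had a Pearson correlation of 0.732, against 0.528 to 0.579 in the simulations, where the shared control alone relates them. Between povidone-iodine/kanamycin and kanamycin, 0 genes were called by edgeR, with 119 at an unadjusted p under 0.05, and 0 by DESeq2. A fit of these 2 groups alone called 2 genes, flgA and flgB, which were singled out after their values were seen. When 200 gene changes, all larger than the 2-fold minimum, were planted in simulated counts, 84.4% were recovered in this comparison. Recovery of changes near that minimum was not measured. In chlorophene/norfloxacin 332 DEGs were called against the control (201 upregulated and 131 downregulated), and 24 in norfloxacin alone. Between chlorophene/norfloxacin and norfloxacin 364 genes were called (216 higher and 148 lower). Restricted to genes with a CPM above 100 in at least 0.5 of the replicates, the fit called 5 genes in povidone-iodine/kanamycin, 63 in chlorophene/norfloxacin (20 upregulated and 43 downregulated) and 67 between chlorophene/norfloxacin and norfloxacin (25 higher and 42 lower), so that the larger direction changed.

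**Figure D2:**
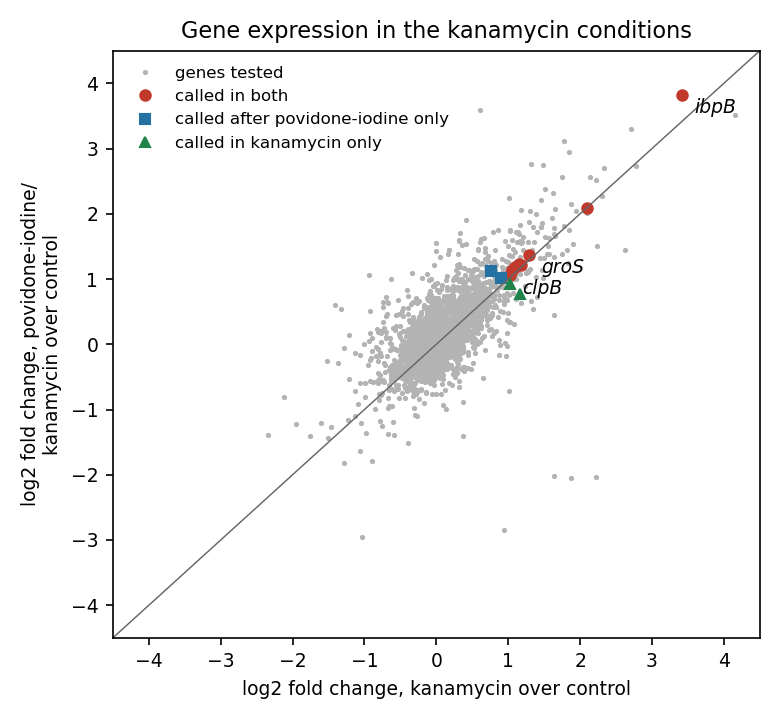
Fold changes (log2) over the control in povidone-iodine/kanamycin (vertical axis) against kanamycin alone (horizontal axis); each point is a gene, large symbols mark called genes and the line marks equal change. The 8 genes called in both conditions lie near the line, ibpB, which was singled out after its values were seen, at 3.83 and 3.41.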

To establish the potential DEGs contributing to cross-stress behavior between biocides and antibiotics, we analyzed the extreme condition pairs, with the highest and lowest fitness in our dataset. The povidone-iodine/kanamycin combination had the highest cross-stress protection (13.0 ± 2.1% fitness increase), with only five DEGs (*htpG, dnaK, groL, groS*, and *clpB*) with a minimum two-fold increase over the control, all of which were chaperones (Fig. 5a, b). Both antimicrobials target cell proteins (Supplementary Table 1). 

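By the ratio of mean CPM, 5 of the 1184 expressed genes were at least 2-fold higher in povidone-iodine/kanamycin than in the control, and these were htpG, dnaK, groL, groS and clpB. Simulations without any change gave 0 to 1 such genes. The expression of dnaK (b0014, positions 12163 to 14079 of U00096.3) was 3927 ± 142 CPM (SD, n = 3) against 1665 ± 130 CPM in the control, a log2 fold change of 1.18 (standard error 0.176, edgeR adjusted p = 1.13e-06), which stayed between 1.13 and 1.25 with each replicate left out. The change was largest for groS (b4142), at 1.38 (standard error 0.202, adjusted p = 8.25e-07), and smallest for clpB (b2592), at 1.06 (standard error 0.173, adjusted p = 1.04e-05), with htpG (b0473) at 1.21 and groL (b4143) at 1.22. Without replicate 2 of every condition, clpB fell under the 2-fold minimum at 0.99; it shares 21 bp with ryfD, and the strandedness of the counting is not stated. For each of the 5 genes all 3 replicates lay above the 3 controls (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). In kanamycin alone the same 5 genes were called, with log2 fold changes from 1.02 for clpB to 1.29 for groS. There dnaK fell to 0.98 without kanamycin replicate 3, and clpB fell to 0.97 without control replicate 2, to 0.94 without kanamycin replicate 3 and to 0.99 without replicate 2 of every condition. Against kanamycin alone, the 5 genes changed by 0.04 to 0.09 (adjusted p = 0.999 for each; exact permutation p from 0.5 to 0.8). The chaperone genes dnaJ and grpE rose by 0.92 and 0.67 over the control, under the 2-fold minimum. Without the expression filter, the ratio of mean CPM to the control was at least 2 for 260 genes. Among the 1184 expressed genes, it was at least 2 for 0 with kanamycin alone as the reference.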

Povidone-iodine acts non-selectively on cell proteins, resulting in oxidation, coagulation, and loss of function^54^, while kanamycin, an aminoglycoside, interferes with protein synthesis by binding to ribosomes^55^. Hence, a response focused on assisting protein refolding and ensuring functional conformation would act synergistically to increase fitness in such antimicrobial combination. Our results are in accordance with previous reports that the upregulation of chaperones facilitates cell survival against aminoglycosides^56^. We further validated the genetic basis of cross-stress protection by single knockouts (*p* values of 0.007–0.021, Fig. 5c). 

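The gene cpxP (b4484, positions 4105820 to 4106320) had 32.5 ± 4.22 CPM (SD, n = 3) in povidone-iodine/kanamycin, from 102 to 119 counts, and 27.9 ± 3.46 CPM in the control, from 68 to 108 counts. The log2 fold change was 0.15 (standard error 0.286, edgeR adjusted p = 0.959), between 0.04 and 0.24 with each replicate left out and -0.12 with all libraries thinned to the smallest depth, so its sign was not resolved at this depth. Against kanamycin alone it was 0.13 (adjusted p = 0.999). From the functions of the 5 upregulated chaperones and the protein targets of both antimicrobials, the paper reasons that a response assisting protein refolding would act synergistically to increase fitness. It also rests this on earlier reports and on fitness tests of single knockouts, which are not analysed here.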

The knockout of *cpxP*, a chaperone^54^, which was not differentially expressed in povidone-iodine and kanamycin combination, was used as a negative control.

**Fig. 5:**
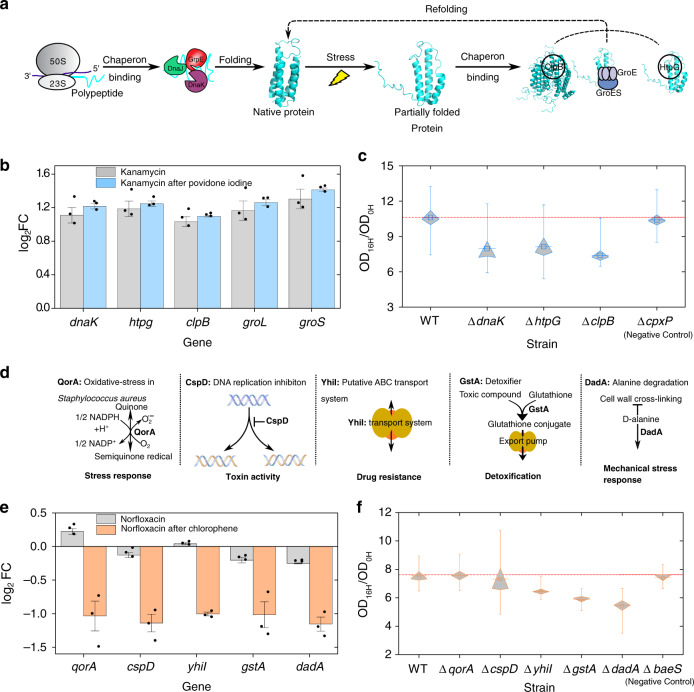
The genetic basis of cross-stress behavior. **a** The protein folding pathway and key proteins corresponding to genes that were found to be differentially expressed in the povidone-iodine/kanamycin combination, which exhibits the highest cross-protection across all cases (fitness increase of 65.1 ± 10.4%). **b** All differentially upregulated genes in the povidone-iodine/kanamycin combination, compared to kanamycin only, which have all been identified as chaperons (*n* = 3, biological replicates). **c** Fitness change of single knockout mutants in kanamycin for each differentially expressed chaperon. The red line denotes the fitness of WT; *ΔdnaK*, *ΔhtpG*, *ΔclpB* are the three differentially upregulated chaperons (*p* value of 0.007, 0.02, and 0.001, respectively); *ΔcpxP* is a non-differentially expressed chaperon used as a negative control (*p* value of 0.396, *n* = 9, biological replicates). **d** Differentially downregulated stress-related genes with more than twofold change exclusively in the chlorophene/norfloxacin combination, which exhibits the highest cross-vulnerability across all cases (fitness decreases by 13.4 ± 12.9%). **e** Expression profiles of potential genes involved in cross-vulnerability. (*n* = 3, biological replicates). **f** Fitness change of single knockout mutants, with *yhil* (*p* value = 0.004), *gstA* (*p* value = 0.007), and *dadA* (*p* value = 0.007) knockout mutants having a lower fitness than WT after norfloxacin exposure, supporting the cross-vulnerability due to chlorophene conditioning leading to downregulation. Δ*baeS* (*p* value of 0.479) is a differentially expressed gene, which is involved in adaption to envelope stress, was used as a negative control (*n* = 8, biological replicates). Black circles in **b** and **e** represent raw data points. Boxes in **c** and **f** represent the standard error of the mean (SEM), the middle line represents the mean value, and the whisker line extends to the minimum and maximum values. An error bar represents an SEM. The *p* values were calculated by the one-sided Wilcoxon rank-sum test.

Similarly, the most striking case of cross-stress vulnerability was the application of chlorophene succeeded by norfloxacin (2.7 ± 2.2% fitness decrease). 

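By the ratio of mean CPM to the control, 18 expressed genes were at least 2-fold higher and 51 at least 2-fold lower in chlorophene/norfloxacin. Of these, 1 upregulated gene (yafK) and 2 downregulated genes (nadA and pnuC) were under 2-fold in each of the other 43 conditions. Simulations without any change gave 0 to 2 genes up and 0 to 3 down in this condition before the others were considered. The ratio was 2.04 for yafK, 0.440 for nadA and 0.439 for pnuC, with edgeR log2 fold changes of 1.03, -1.18 and -1.19 and adjusted p of 5.32e-09, 2.36e-05 and 4.38e-07. On the opposite strand yafK overlaps yafJ by 30 bp and pnuC overlaps zitB by 4 bp, so their counts are uncertain there. The definition of exclusive moved the numbers most: 16 genes up and 51 down were not past the threshold in norfloxacin alone, and 6 up and 12 down in no other norfloxacin condition. Both of these lists of genes up held the rRNA genes rrlA, rrlH, rrsD and rrsG. All chlorophene libraries had a higher rRNA share than the other libraries, so these entries cannot be told from the rRNA content of the libraries. The upregulated gene yafK was lost (0 genes) without control replicate 2, chlorophene/ampicillin replicate 2, or chlorophene/norfloxacin replicate 1 or 3. The downregulated genes numbered 4 without control replicate 3 or chlorophene/norfloxacin replicate 2, and 1 without chlorophene/ampicillin replicate 2 or chlorophene/rifampicin replicate 1.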

We identified 12 upregulated and 9 downregulated genes exclusively in such combination (Fig. 5d, e). 

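In chlorophene/norfloxacin, gstA (b1635) had 87.7 ± 21.3 CPM (SD, n = 3) against 179 ± 9.16 CPM in the control, a log2 fold change of -1.02 (standard error 0.19, edgeR adjusted p = 1.25e-05). The expression of dadA (b1189) was 77.8 ± 9.87 CPM against 173 ± 16.4 CPM, a change of -1.15 (standard error 0.434, adjusted p = 0.041). The expression of yhiI (b3487) was 127 ± 4.11 CPM against 256 ± 11.6 CPM, a ratio of 0.498 (standard error of the log2 fold change 0.145, adjusted p = 3.83e-08); it shares 4 bp with rbbA. For cspD (b0880) the change was -1.14 (adjusted p = 0.000112). The files list no gorA: gor (b3500), the gene of glutathione reductase, changed by -0.27 (adjusted p = 0.0733), and qorA (b4051) changed by -1.04 (adjusted p = 2.01e-05). The calls depended on the expression filter and on single libraries. With a CPM above 100 in at least 0.5 of the replicates, gstA (-0.98), yhiI (-0.95) and qorA (-0.99) fell short of 2-fold. The calls of cspD and dadA were kept under that filter. Without chlorophene/norfloxacin replicate 1, gstA was at -0.98, qorA at -0.89 and dadA at -1.11 (adjusted p = 0.113). Without chlorophene/norfloxacin replicate 3, gstA was at -0.86, cspD at -0.99, yhiI at -0.95 and dadA at -1.09 (adjusted p = 0.125), and none of these 4 was called. The call of dadA was also lost without control replicate 1 (-1.19, adjusted p = 0.0614), 2 (-1.21, 0.0556) or 3 (-1.11, 0.0863), and that of yhiI without control replicate 3, where it fell just short of 2-fold. Over the alternatives other than leaving out a replicate, the adjusted p of dadA ranged from 0.000114 to 0.043. Against norfloxacin alone, yhiI (-1.05), qorA (-1.27) and cspD (-1.02) were called, and gstA (-0.83) and dadA (-0.91, adjusted p = 0.111) were not. Expression was also at least 2-fold lower than the control in 8 other conditions for cspD, 6 for gstA, 11 for yhiI, 2 for qorA and 2 for dadA, most of them with rifampicin except for dadA.

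**Figure D3:**
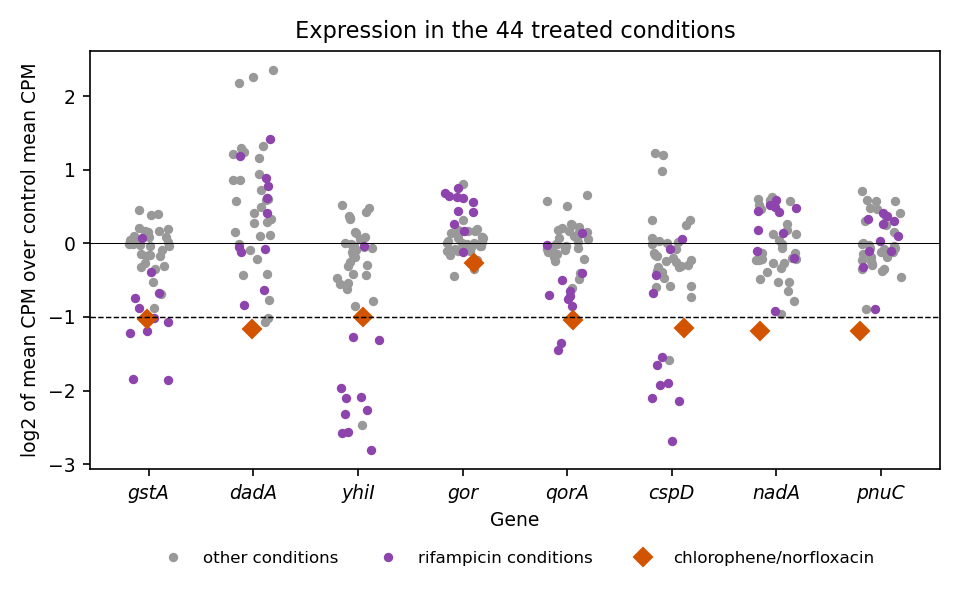
Mean CPM over the mean control CPM (log2) of 8 genes in the 44 treated conditions; each point is the mean of 3 replicates and the dashed line marks 2-fold lower expression. In chlorophene/norfloxacin the ratio lies at or below the dashed line for 7 of the genes and at 0.828 for gor, and rifampicin conditions lie below the line for gstA, yhiI, qorA and cspD.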

We focused on downregulated genes (*gstA, dadA, yhiI, gorA*, and *cspD*) that have been shown previously to interfere with the cellular states, including inhibition of DNA replication, stress response, drug detoxification, and export^57–63^. Given their importance in cell protection and stress response, such downregulation could be driving the lower fitness (cross-stress vulnerability) observed compared to other antimicrobial combinations. Knockout mutant experiments validate their statistically significant role in the observed cross-stress vulnerability cases (Fig. 5f; *gstA*, *p* value = 0.0043; *dadA*, *p* value 0.0007; *yhiI*, *p* value = 0.004). 

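The gene baeS (b2078) had 15.0 ± 5.19 CPM (SD, n = 3) in chlorophene/norfloxacin, from 17 to 37 counts, and 12.2 ± 0.357 CPM in the control, from 35 to 41 counts. The log2 fold change was 0.31 (standard error 0.226, edgeR adjusted p = 0.351), between 0.03 and 0.43 with each replicate left out, a difference within the spread between replicates. Against norfloxacin alone it was 0.08 (adjusted p = 0.838). At 8 bp it shares sequence with the neighboring iceT and baeR. From the functions of the downregulated genes, the paper proposes that their lower expression could be behind the lower fitness in chlorophene/norfloxacin. It also rests this on fitness tests of gstA, dadA and yhiI knockouts, which are not analysed here.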

The knockout of *baeS*, a gene involved in adaption to envelope stress^61^, which was differentially expressed in the chlorophene and norfloxacin combination, was used as a negative control.

## Discussion

Our results argue that active learning and optimal experimental design can be applied to omics data collection to accelerate biological discovery significantly. We present an active learning method, OPEX, which can prioritize experimentation of unexplored neighborhoods over experimental conditions with high confidence in its predictions. When applied to unobserved combinations of antiseptics and antibiotics, OPEX led to a more accurate model faster and accelerated the process of discovering knowledge about the clustering of the 40 culture conditions. OPEX can be applied to cases where culture conditions are defined by continuous variables to encode for effects such as dosage and temporal changes, as we demonstrated with the use of synthetic data how this can be achieved with OPEX (Sections 2.5.1 and 2.5.3 in Supplementary Information). OPEX outperformed random sampling despite various levels of skewness and noise in synthetic gene expression data (Section 4.1.2 in Supplementary Information). We envision that OPEX can be generalized to other studies in which the relationship between cultural conditions and biological assays is of interest (e.g., to find the optimal culture condition for maximizing the production of specific enzymes).

The modular design of OPEX allows the integration of different machine learning models and OED sampling strategies. To that end, we used OPEX with different query-by committee strategies together with various machine learning methods (neural networks, linear regression, and support vector regression) and achieved comparable results (Sections 2.1 and 4.2.6 in Supplementary Information). This work has demonstrated how active learning can be applied in omics experimentation and can be a precursor of predictive techniques that will guide experimentation, data processing, and discovery in life sciences at a faster pace. Considering the increase in data-driven biological research, and ease of access to corresponding data from public databases, paradigm-shifting applications of OPEX-like frameworks in biotechnology are on the horizon.

## Methods

### Culture conditions, RNA extraction, and transcriptomics

*Escherichia coli* MG1655 was grown in minimal media (M9) with 0.4% w/v glucose for 12 h (mid to late exponential growth, optical densitiy (OD_600_) ~0.8) at 37 °C. Next, 30 µL were added to 3 mL M9 0.4% glucose tubes containing one of ten biocides or no biocide. The concentrations used were sub-inhibitory. After 7–12-h growth, when cells reached mid to late exponential phase (OD_600_ 0.6–1.0), the appropriate volume of one out of four antibiotics was added, and the tubes were incubated for an additional hour. Tubes without any antimicrobial (antibiotic or biocide) served as controls. To stop bacterial growth and stabilize cellular RNA, 1.5 mL of ice-cold Phenol/Ethanol (5% (v/v) phenol in ethanol) was added to per 3 mL sample. The cells were pelleted by centrifugation at 3166 *g* at 4 °C for 10 min and stored at −80 °C until further use. All experiments were performed in triplicate.

Total RNA was extracted from the bacterial samples using the RNeasy mini kit (Qiagen), and any possible DNA contamination was removed by performing on-column DNAse digestion (Qiagen). mRNA was enriched by removing ribosomal RNA using the capture oligonucleotide mix (MICROBExpress, Invitrogen). RNA-Seq libraries were prepared using the KAPA Stranded RNA-Seq Library Preparation Kit for Illumina platforms (Kapa Biosystems), and instructions suggested by the manufacturer were followed. Double size selection of libraries was performed using Agencourt AMPure XP magnetic beads (Beckman Coulter), where cDNA fragments ranging from 200 to 500 bp were enriched. The concentration for each sample library was determined with Qubit 2.0 fluorometer (Invitrogen). The DNA concentration of the final pooled library was determined with the Bioanalyzer DNA high sensitivity assay (Agilent, DNA Technologies Core, UC Davis). Sequencing was performed with HiSeq4000 SR50 (DNA Technologies Core, UC Davis).

### RNA-Seq data analysis

Adapters and low-quality reads were removed from the raw reads by Trimmomatic^64^ followed by alignment to the reference genome of *E. coli* MG1655 by Bowtie2^65^. Then, the bam files generated by Bowtie2 were fed into FeatureCounts^66^, yielding the number of transcripts for each gene in any given biological replicate. The number of transcripts for each gene was then converted to count per million (CPM) after dividing by the library size of the replicate. Finally, the gene CPM values for each replicate were normalized using the means of the corresponding gene CPM values from the control sample replicates. In all figures related to the performance of OPEX except Supplementary Figs. 10–13, only the genes that have CPM larger than 100 in half of the replicates were used^67^.

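In the deposited counts, 1184 genes had a CPM above 100 in at least 0.5 of the libraries. With replicate 1, 2 or 3 of every condition left out, the number lay between 1182 and 1190, and with the rRNA genes left out of the library size it was 1210.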

### Modeling gene expression using GPs

We modeled the expression level of a gene under an experimental condition by a GP, considering that gene expression levels under similar conditions are similar. When predicting expression level under a new experimental condition, a GP model generates a probability density function. The function is then used by OPEX, to calculate a utility score to estimate the utility of performing wet-lab experiments for this new condition to improve model predictions. For mathematical details, see Section 1.2.1 in Supplementary Information. The mlegp package is used to train the GP presented here^68^. We also tested other data-driven models for gene expression prediction including feed-forward neural network, linear regression, and support vector regression (Section 2.1 in Supplementary Information).

### OPEX algorithm

OPEX was initialized with 15 randomly selected conditions and their corresponding gene expression profiles. We ensured to include each antibiotic and biocide at least once in the initial dataset. In each iteration, OPEX trains a predictive model for predicting gene expression levels for all the remaining conditions. Next, utility scores (based on entropy or mutual information) are calculated for each condition using the predicted distribution of gene expression levels. OPEX can switch between exploration (conditions are randomly selected) and exploitation (conditions are selected by using a predictive model). In this work, we use GP as the predictive model, and consecutive switching between exploration and exploitation strategies in OPEX, with different switching frequencies also explored (Section 4.2.3 of Supplementary Information). We also tested other OED approaches by replacing the predictive model and the utility function of OPEX with alternative choices (Sections 2.1 and 4.2.5 in Supplementary Information).

### Random sampling and expert sampling

For comparison with the OPEX strategy, we considered a random sampling strategy and three different expert sampling strategies by consulting independent chemists and biologists. Random sampling and the top performing expert sampling strategy are used as the baseline for evaluating the performance of OPEX. The utility functions used by the three expert sampling strategies are: (a) the pairwise structural similarity among the ten biocides and four antibiotics, (b) the similarity in the biological mechanism of the biocides and antibiotics, and (c) the relative dominance among the antibiotics and biocides. The expert sampling strategy (a) had the best performance (Supplementary Fig. 14) and was used as a benchmark in Fig. 2. These strategies follow the same workflow as described above for OPEX except that the utility function is either random sampling function or informed by expert knowledge and not by the GP model. In the random sampling strategy, the following culture condition is selected randomly from unobserved conditions. In expert sampling, the devised utility function calculates condition similarities based on their molecular fingerprints, biological mode of action, or the expected level of impact from the antibiotic on cellular transcription. After condition similarities are calculated, the condition that is most dissimilar to observed conditions is selected for the next iteration. For details, see Sections 2.2 and 2.3 in Supplementary Information.

### Fitness measurements

Fitness experiments were performed with *E. coli* MG1655 in sublethal concentrations of all four antibiotics, pretreated with and without any of the ten biocides, in three replicates. Briefly, fresh colonies of MG1655 were transferred to 1-ml LB broth and grown overnight at 37 °C in an incubator shaker. The subsequent day, 5-µl culture was transferred to 2 ml of 0.4% glucose M9 minimal medium and grown for 12 h at 37 °C in an incubator shaker. After 12 h, 5 µl culture was transferred to 0.4% glucose M9 supplemented with or without biocide and then were grown overnight at 37 °C. The next day, 5 µl of grown culture was transferred to 195 µl of 0.4% glucose M9 medium supplemented with or without antibiotic, in a 96 well plate. Growth profiles were measured at 37 °C in a plate reader (BioTek HTX) at 600 nm. At 16 h, ODs reached stationary phase. The OD values at 0 and 16 h were used to calculate the CSPI.

### Cross-stress protection index (CSPI)

We introduce the CSPI as the normalized ratio of fitness (measured by OD at 16 h) between the treated and untreated cells to capture the effect of cross-stress protection:

$${\mathrm{Cross}}-{\mathrm{stress}}\,{\mathrm{protection}}\,{\mathrm{index}} = \frac{{\left( {\mathrm{OD}}\,{\mathrm{biocide}}\,{\mathrm{treated}}_{{\mathrm{16h}}} \right)}}{{\left( {\mathrm{OD}}\,{\mathrm{biocide}}\,{\mathrm{treated}}_{{\mathrm{0h}}} \right)}} \div \frac{{\left( {\mathrm{OD}}\,{\mathrm{biocide}}\,{\mathrm{untreated}}_{{\mathrm{16h}}} \right)}}{{\left( {\mathrm{OD}}\,{\mathrm{biocide}}\,{\mathrm{untreated}}_{{\mathrm{0h}}} \right)}}.$$

A CSPI larger than 1 corresponds to cases where the fitness, measured here by growth curves, of biocide-exposed cells is higher in the presence of the antibiotic to cells that have not been exposed to the biocide (i.e., a case of cross-stress protection). In a similar fashion, a CSPI of <1 corresponds to a cross-stress vulnerability.

### Statistical validation

To evaluate the hypothesis that GP model achieves average MAE of 0.147 for GE predictions earlier when using OPEX compared to random sampling (as illustrated in Fig. 2b top left), we used a one-sided paired *t* test with 50 degrees of freedom corresponding to 50 different random initial conditions. To evaluate the hypothesis that MAE of predicted GE for a given gene across remaining conditions is lower for OPEX compared to when random sampling is employed (as illustrated in Fig. 2c), we used a one-sided paired *t* test where the degrees of freedom is equal to the number of genes. To evaluate the significance of trends observed in Fig. 2e (increase in exploration of GE landscape until iteration 10 followed by decrease), we used the F-test value corresponding to the fitted linear models. When evaluating the hypothesis that predicted cluster memberships for remaining conditions are more accurate when OPEX is used compared to random sampling (Fig. 3c), we used a one-sided paired *t* test with 50 degrees of freedom corresponding to 50 different random initial conditions. To evaluate the hypothesis that relative fitness is lower for the knockout strain compared to wild-type (Fig. 5c,f), we used a one-sided Wilcoxon rank-sum test with nine samples each.

## Supplementary information

Supplementary Information

Dataset 1

Dataset 2

Description of Additional Supplementary Files

Peer Review File

## Data Availability

The RNA-Seq data are available in Gene Expression Omnibus under the ID GSE144604.

# Supplementary material for: Accelerated knowledge discovery from omics data by optimal experimental design
**Source:** Nat Commun. 2020 Oct 6;11:5026. doi: 10.1038/s41467-020-18785-y
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

**Title:** Supplementary Data 1:

**Description:** The gene expression profiles of *E. coli* under the 45 different culture conditions. 40 of the 45 conditions have a biocide and an antibiotic. The remaining 5 conditions include one control sample and 4 antibiotic-only samples.

**Title:** Supplementary Data 2:

**Description:** The synthetic datasets used for evaluating how OPEX is robust to noise, batch size and dataset heterogeneity.

How the deposited data were processed for this re-analysis (not part of the article)

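Escherichia coli MG1655 grown in minimal medium was exposed to 1 of 10 biocides or none, and then to 1 of 4 antibiotics (ampicillin, kanamycin, norfloxacin and rifampicin), and its RNA was sequenced. The files cover 45 conditions with 3 replicates each: 40 combinations, the 4 antibiotics alone and a control without either. The deposited values are raw counts per gene: the authors removed adapters and low-quality reads with Trimmomatic, aligned the reads to the MG1655 genome with Bowtie2 and counted them per gene with featureCounts, per the file headers and the paper's Methods, without normalization. The versions of Trimmomatic and Bowtie2, the strandedness of the counting and the treatment of reads with several matches are not stated. The labels name phenol where the paper names chlorophene. These libraries were taken as chlorophene because the other biocides match by name. The labels alone do not settle this, and every chlorophene value rests on it. Each library was mapped to its condition by its label, 0 libraries had no condition, and none was relabelled. Growth, fitness and knockout measurements and expert sampling are not analysed here.

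Each file lists 4452 genes of sequence U00096.3, of which 4238 were matched to locus tags by symbol and 202 by synonym; 9 genes cover several intervals and 22 are rRNA genes. Between 1241019 and 8530083 counts per library fell on genes (median 3258652), with a median of 9.09% on ssrA and of 23.3% on the 10 most abundant genes. Of the replicate pairs, 0 were identical and their variance ranged from 2.33 to 209 times that of counting error. Confidence intervals and limits from counts cover counting error alone.

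Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (glmQLFit and glmQLFTest, robust) on the counts, with TMM scaling, filterByExpr on the condition (4329 genes kept) and one coefficient per condition, which left 90 residual degrees of freedom and a common biological coefficient of variation of 0.166. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 in size. The dependence of a biocide's effect on the antibiotic was tested as the effect under 1 antibiotic minus the mean effect under the other 3. Alternatives were DESeq2 1.42.0, scaling by library size, no filter on low counts, genes with a CPM above 100 in at least 0.5 of the replicates, a replicate block, the 2 compared groups alone, all libraries thinned to the smallest depth, rRNA genes left out, and each replicate left out in turn; where a group was left with few libraries, the fit assumes that they vary like the others. The thinned and rRNA alternatives were added after the data were seen. So were the whole replicate number alternatives, except for the median number of genes called over the 44 conditions, where they were planned. Where 3 libraries were compared with 3, all 10 splits were counted.

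Replicate numbers were checked for pairing: the residuals of libraries with the same number had a mean correlation of 0.00614 across genes, against -0.00312 for different numbers. Of 18 pairs of libraries 10 exceeded 0.1, and in 1 comparison, chlorophene/norfloxacin against norfloxacin, all pairs did. With the replicate block that comparison called 360 genes, against 364 without it.

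Lists by CPM used the ratio of the paper's Methods, CPM by library size divided by the mean control CPM, with the 2-fold minimum of a legend of the paper. They were limited to the 1184 genes with a CPM above 100 in at least 0.5 of the replicates, a filter that Methods state for the figures on the performance of OPEX and that was chosen here for the lists. A gene was exclusive to a condition when no other treated condition passed the minimum. Profiles for clustering, distances and models were log2 ratios with a pseudocount of 1 CPM. Clustering used Euclidean distance and complete linkage, divided into 3. Labels were checked with an additive model of biocide and antibiotic, by exchanging the labels of each pair of treated conditions (946 exchanges), and by correlating each library with the signatures of the antibiotics and of the biocides. In 10 simulations with a planted exchange, this found the exchange in 10.

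The paper's text names the mlegp package for its GPs; here each gene had a constant mean, a product of exponential correlations for a difference in biocide and in antibiotic and a nugget, with length scale parameters chosen by maximum likelihood from 0.1, 0.4, 1.2 and 4 and the nugget from 0.02 and 0.2. A start held the control, the 4 antibiotics alone and 1 antibiotic drawn for each biocide (15 conditions); 30 iterations followed from each of 50 starts. Guided selection took the condition of the highest entropy summed over genes, and a random one at every second iteration. Differences between strategies were tested over starts by sign flips with 100000 resamples, two-sided. The 9 alternatives set at the start were mutual information, no exploration, linear ratios, all genes with a mean CPM of at least 1, hyperparameters shared by all genes, a pseudocount of 10 and leaving out each replicate number. A length scale for each biocide and antibiotic, and the same 200 genes without it, were added after the other values were seen. On simulated additive profiles with a spread of 1.05, the models had an error of 0.162 and, with a length scale for each biocide and antibiotic, 0.346.

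The edgeR test was tested on simulated counts with 200 planted gene changes: it recovered 81.5% in povidone-iodine/kanamycin against control, 84.4% against kanamycin, 74.4% in chlorophene/norfloxacin against norfloxacin and 75.4% for the dependence on the combination, with 1.18% to 3.9% of the calls false. All planted changes were larger than the 2-fold minimum, so recovery of changes near it was not measured. Correlations of comparisons that share the control were also computed in 8 simulations without changes, and so was the overlap of lists of the lengths called in the data, taken there by lowest p, which was added after the data were seen.

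Genes named in the text are those the paper names for a measurement in the files, the genes of the lists exclusive to chlorophene/norfloxacin and of the list of povidone-iodine/kanamycin, the 3 largest changes in each direction among called genes whose replicates do not overlap for povidone-iodine/kanamycin against kanamycin and chlorophene/norfloxacin against norfloxacin, the SOS genes recA, lexA, sulA, umuD, recN and dinI, the OxyR genes katG, ahpC, grxA, trxC and oxyS, and rpoB and rpoC. This rule, the comparisons and the alternatives, apart from those added later, were set before the data were examined, but after the paper's figures and the first 32 genes of Supplementary Data 1 had been seen. The gene oxyS was not among the genes tested. Other genes are named as singled out after their values were seen. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the remaining steps.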

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

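The tests of exchanged labels, of scaling, of the alcohol and glutaraldehyde libraries, of ibpB and of cpxP were chosen after the results they test were seen, and so were the references of the peracetic acid and chlorhexidine comparisons; the test of depth was added after the data were seen but before its own result, and the splits of the libraries were planned.

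For 94 genes the effect of chlorophene under norfloxacin differed from its mean effect under the other 3 antibiotics (67 higher and 27 lower), while for povidone-iodine under kanamycin edgeR called 0 genes, with 213 at an unadjusted p under 0.05, and DESeq2 called 0. When all libraries were thinned to the smallest depth, 69 genes were still called for chlorophene. This argues against lower depth of the chlorophene libraries as the whole cause. The count for povidone-iodine was 0 with and without thinning, and does not bear on depth. The splits of the libraries do not bear on chance here. Mixing the chlorophene/norfloxacin and norfloxacin libraries takes away the chlorophene effect under norfloxacin alone, which itself makes a difference between antibiotics (7 of 10 splits called as many genes), and for povidone-iodine any split reaches a count of 0 (10 of 10). The count rests on single libraries, with 28 (17 higher and 11 lower), 58 (49 and 9) and 172 (92 and 80) genes without chlorophene/norfloxacin replicate 3, 1 and 2, 53 (42 and 11) without norfloxacin replicate 2, and 5 (3 and 2) and 9 (2 and 7) without replicate 1 and 3 of every condition, so that the split by direction is not stable either; with a CPM above 100 in at least 0.5 of the replicates it was 11 higher and 8 lower; the 5 genes without replicate 1 were csrB, dppB, fliT, rsxA and tisB, singled out after their values were seen. An effect of the combination itself stays open and was not tested apart from these counts.

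The SOS gene recN rose less under norfloxacin after an alcohol: its norfloxacin response was lower by a log2 difference of -2.98 after isopropanol and -2.77 after ethanol than without a biocide, and that of the other 5 SOS genes tested was lower too, by -1.68 to -3.12 after isopropanol and by -1.24 to -2.61 after ethanol. Scaling of libraries with a broad response is argued against, as the recN difference after isopropanol kept an adjusted p of 1.4e-22 with scaling by library size (from 5.1e-51 to 1.21e-18 over the alternatives). That the libraries hold no norfloxacin response at all is argued against for recN, which was higher in isopropanol/norfloxacin than in isopropanol with ampicillin or kanamycin by 1.19 (adjusted p = 2.97e-10; from 3.25e-14 to 1.71e-09 over the alternatives) and in the corresponding ethanol comparison. The other 5 SOS genes were not called there for isopropanol (0.09 to 0.79, adjusted p from 0.519 to 0.889), so recN alone carries this test. Scaling by library size moved the median of all genes by 0.19 for the response after isopropanol and by 0.15 after ethanol, and the changes under that scaling are to be read relative to this shift. A smaller effective dose of norfloxacin after an alcohol and an effect of the alcohol on the SOS response both stay open and were not tested.

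Without norfloxacin, recN was raised over the control in glutaraldehyde/ampicillin (1.66) and glutaraldehyde/kanamycin (1.61), which the paper does not discuss. These libraries do not look like relabelled glutaraldehyde/norfloxacin libraries, in which recN was higher than in glutaraldehyde/ampicillin by 1.62 (adjusted p = 2.78e-14; from 1.73e-23 to 1.21e-12 over the alternatives). Scaling is argued against, since with scaling by library size recN in glutaraldehyde/ampicillin kept an adjusted p of 1.09e-14 (from 1.17e-21 to 8.43e-11 over the alternatives). In these conditions sulA was raised by 1.95 and 2.19 and umuD by 1.28 and 1.59, and both were called, while recA (0.63 and 0.99), dinI (0.63 and 0.71) and lexA (0.16 and 0.49) were under the 2-fold minimum. Under the alternatives the adjusted p of umuD ranged from 3.91e-05 to 0.18 and from 4.59e-07 to 0.0796. An SOS response to glutaraldehyde itself stays open as a hypothesis.

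The gene rpoB rose under rifampicin alone (1.27). Its rifampicin response, taken against kanamycin conditions, was lower with chlorhexidine than without a biocide by a log2 difference of -1.07. In chlorhexidine/rifampicin rpoB was unchanged against the control (-0.06, edgeR adjusted p = 0.958, from 0.6 to 0.974 over the alternatives). In peracetic acid/kanamycin, where no rifampicin was given, rpoB rose by 1.15. A candidate explanation is that the labels of these 2 conditions were exchanged. Of all exchanges of 2 treated conditions, this one lowered the residual of an additive biocide plus antibiotic model most, by -34.6% in the means and by -22.2%, -31.9% and -24.5% in replicates 1, 2 and 3, and was first in each. By the antibiotic signatures all 3 libraries of peracetic acid/kanamycin matched rifampicin best, but only replicates 2 and 3 of chlorhexidine/rifampicin matched kanamycin best, while its replicate 1 matched its label. The profile of chlorhexidine/rifampicin lay 3.87 from peracetic acid/ampicillin, 3.89 from chlorhexidine/kanamycin and 33.1 from rifampicin alone, and that of peracetic acid/kanamycin 6.82 from peracetic acid/rifampicin and 29.3 from kanamycin alone. An exchange of labels fits these values, but it was found and tested on the same data, a suppressed rifampicin response after chlorhexidine was not tested, and no sample was relabelled.

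In chlorhexidine/ampicillin recN was raised by 3.497 without norfloxacin, and in peracetic acid/norfloxacin it was not raised (-0.06). Its norfloxacin response, taken against ampicillin conditions, was lower with peracetic acid than without a biocide by a difference of -4.15. An exchange of these 2 labels may explain both, but on its own it ranked 67 among the exchanges and raised the residual, by 1.77% in the means and by 2.00%, 0.478% and 1.56% in replicates 1, 2 and 3. Among all 40320 arrangements of the 8 labels of the chlorhexidine and peracetic acid conditions, both exchanges together gave the lowest residual in the means (-36%, of which the exchange of chlorhexidine/rifampicin and peracetic acid/kanamycin alone gives -34.6%) and in replicates 2 and 3, and ranked 229 in replicate 1, tied with the same 2 exchanges combined with an exchange of the biocide names. By the antibiotic signatures, all 3 libraries of chlorhexidine/ampicillin matched norfloxacin best, and all 3 of peracetic acid/norfloxacin matched ampicillin best. By the biocide signatures, the latter matched conditions without a biocide best, not chlorhexidine. The profile of chlorhexidine/ampicillin lay 4.58 from chlorhexidine/norfloxacin and 8.96 from ampicillin alone. That of peracetic acid/norfloxacin lay 5.81 from ampicillin alone and 12.1 from norfloxacin alone. The exchange of these 2 labels and a biological cause cannot be told apart here.

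Outside the 5 chaperones the paper discusses, ibpB was raised in povidone-iodine/kanamycin by 3.83, from 4.13 ± 1.85 CPM in the control to 60.6 ± 1.48 CPM (SD, n = 3), at 8 to 17 counts in the control. That the povidone-iodine step raised it is argued against: kanamycin alone raised it by 3.41, and the conditions differed by 0.41 (edgeR adjusted p = 0.999; from 0.508 to 1 over the alternatives). A response to kanamycin stays open. The gene was singled out after its values were seen.

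In chlorophene/norfloxacin cpxP, which the paper treats in another condition, was raised by 3.00, at 220 ± 146 CPM (SD, n = 3). Scaling of libraries with a high rRNA share is argued against, as it kept an adjusted p of 5.43e-15 with the rRNA genes left out (from 3.05e-25 to 0.0387 over the alternatives). It was raised against norfloxacin alone too (2.97), and the difference between antibiotics was not past the threshold (0.63, adjusted p = 0.251; from 0.0893 to 0.295 over the alternatives). A response to chlorophene stays open and was not tested further.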

How the results depend on the processing

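Chosen after the results were seen were the thinned libraries and the edgeR fit with the rRNA genes left out. So were the length scale for each biocide and antibiotic and its 200 genes with one length scale per factor. Leaving out one replicate number of every condition in the edgeR fit was planned for the median over the 44 conditions and otherwise added afterwards. The other settings were planned. For the results that changed here, the cause was not tested, except where a stricter or wider definition of the list changes the count by its construction.

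Restricted to genes with a CPM above 100 in at least 0.5 of the replicates, which leaves fewer genes by construction, edgeR called 5 genes in povidone-iodine/kanamycin and 5 in kanamycin (10 each before), 63 in chlorophene/norfloxacin (332), with 20 up and 43 down, 4 in norfloxacin (24), 67 between chlorophene/norfloxacin and norfloxacin (364), 19 for the dependence of the chlorophene effect on norfloxacin (94) and a median of 62 over the 44 conditions (275.5). A fit of the 2 groups alone called 2 genes between povidone-iodine/kanamycin and kanamycin, where the fit of all libraries called 0 (119 at an unadjusted p under 0.05, and 0 by DESeq2). The replicate block changed no number of called genes by over 1.5-fold: with it 360 genes were called between chlorophene/norfloxacin and norfloxacin. DESeq2, scaling by library size, no filter and the thinned libraries changed none of these counts by over 1.5-fold.

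With libraries left out, kanamycin called 5 to 10 genes against the control, the 5 (groL, groS, htpG, ibpA and ibpB) without kanamycin replicate 3. The dependence of the chlorophene effect on norfloxacin called 5 to 172 genes: 5 without replicate 1 and 9 without replicate 3 of every condition, 53 without norfloxacin replicate 2, and 58, 172 and 28 without chlorophene/norfloxacin replicate 1, 2 and 3. Left out in turn, libraries gave 8 to 11 genes in povidone-iodine/kanamycin, 246 to 365 in chlorophene/norfloxacin and 304 to 409 between chlorophene/norfloxacin and norfloxacin, none by over 1.5-fold.

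The 5 genes at least 2-fold up by CPM in povidone-iodine/kanamycin became 14 with a mean CPM of at least 10, 260 with no expression filter and 14 with a 1.5-fold threshold. With kanamycin alone as the reference they became 0, and 0 of the 5 were under 2-fold in kanamycin alone or in every other condition; for these 5, edgeR had 0 calls against kanamycin, with 119 genes at an unadjusted p under 0.05 in that comparison and 0 called by DESeq2.

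The 1 gene up only in chlorophene/norfloxacin became 3 with a mean CPM of at least 10, 3 with no expression filter, 2 with TMM scaling, and 0 with the mean of log2 ratios or with the rRNA genes left out of the library size. Read as not past the threshold in norfloxacin alone it became 16, in no other norfloxacin condition 6, and in no other chlorophene condition or norfloxacin alone 3. The lists of 16 and 6 included rRNA genes. Leaving out libraries gave 0 to 1, with 0 without control replicate 2, chlorophene/ampicillin replicate 2, or chlorophene/norfloxacin replicate 1 or 3. These lists use CPM ratios, not a test; in that condition edgeR called 332 genes and DESeq2 322.

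The 2 genes down only in chlorophene/norfloxacin became 8 with a mean CPM of at least 10, 30 with no expression filter and 5 with a 1.5-fold threshold. Read as not past the threshold in norfloxacin alone they became 51, and in no other norfloxacin condition 12. Leaving out libraries gave 1 to 4: 4 without control replicate 3 or chlorophene/norfloxacin replicate 2, and 1 without chlorophene/ampicillin replicate 2 or chlorophene/rifampicin replicate 1. The mean deviation of replicates was 0.206 with all genes of a mean CPM of at least 1, against 0.0951.

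For guided minus random selection, 9 alternatives were planned and 2 were added, and the p values are from permutation tests. The difference in error at iteration 23 (-0.00747, permutation p = 0.24) changed sign with shared hyperparameters (0.0027, p = 0.66) and was larger with a length scale for each biocide and antibiotic (-0.0466, p = 1e-05), which was chosen after the others had shown no difference. The same 200 genes with one length scale per factor gave -0.00603 (permutation p = 0.35). Over the 11 alternatives p ranged from 1e-05 to 0.77.

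The iterations needed under guided minus random selection (-0.22, p = 0.83) changed sign with linear ratios (0.46, permutation p = 0.65), all genes (0.72, p = 0.49) and without replicate 1 (0.54) or replicate 2 (0.4), in a range of -0.5 to 0.54 over the replicates left out, and were -7.72 (p = 1e-05) with a length scale for each biocide and antibiotic. The accuracy difference of -0.545 points changed sign without exploration (0.409, permutation p = 0.3) and with a length scale for each biocide and antibiotic (0.0455, p = 1).

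The slope of the distance over the first 10 iterations (0.0732, permutation p = 0.72) changed sign without exploration (-0.304, p = 0.074) and without replicate 3 (-0.00978), with a range of -0.00978 to 0.197 over the replicates left out. The slope after iteration 10 (0.00219, permutation p = 0.97) rose with mutual information (0.151, p = 0.029) and shared hyperparameters (0.151, p = 0.042). It changed sign without exploration (-0.00787, permutation p = 0.88) and without replicate 3 (-0.00688, range -0.00688 to 0.035). It also changed sign with a length scale for each biocide and antibiotic, on 200 genes (-0.209, permutation p = 1e-05). The same 200 genes with one length scale per factor gave 0.0215 (permutation p = 0.43).

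Of 173 results for named genes under 2659 settings, 2546 stayed the same, 73 were weaker, 36 stronger and 4 reversed, and 133 of the results stayed the same throughout. All 4 were of yjiY, which rests on chlorophene/norfloxacin replicate 2: without it the change against the control was -0.04 and the dependence on norfloxacin -3.40, and without replicate 2 of every condition they were -0.14 and -3.00. With the other replicate numbers or libraries left out, they reached 4.13 and 1.08.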

Differences from the paper's values

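The length scale for each biocide and antibiotic was chosen after the other values were seen; the other settings named here were planned. Values of the paper are marked as such, and no cause is named.

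The paper reports 12 genes up and 9 down exclusively in chlorophene/norfloxacin; here they were 1 and 2. For the genes up, the reading as not past the threshold in norfloxacin alone (16) did not differ by the criterion used, while a mean CPM of at least 10 (3), no expression filter (3), the mean of log2 ratios (0), rRNA genes left out (0), TMM scaling (2), a 1.5-fold threshold (1), no other norfloxacin condition (6), no other chlorophene condition or norfloxacin alone (3) and an added adjusted p under 0.05 (1) did. The list of 16 included rRNA genes, among them rrlA, rrlH, rrsD and rrsG, so its length alone does not show that it is the paper's list. For the genes down, a mean CPM of at least 10 (8) and no other norfloxacin condition (12) did not differ, while no filter (30), a 1.5-fold threshold (5), norfloxacin alone (51), rRNA genes left out (3), no other chlorophene condition or norfloxacin alone (3), and the mean of log2 ratios, TMM scaling and an added adjusted p (2 each) did. No single setting came near both of the paper's numbers. In the condition edgeR called 332 genes and DESeq2 322.

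The paper reports an error lower by 22%, tested across genes without naming an iteration, and 44% fewer iterations, from iteration 15 against 27. Here the reduction at iteration 23, the iteration of the paper's box plot, was 3.38%, and the mean number of iterations over starts was 0.971% lower. The mean curves first reached the random error of iteration 27 at iteration 27 under both strategies. None of the 9 alternatives set at the start removed the difference: the reduction ranged from -1.21% to 3.74% and the iterations saved from -3.18% to 7.5%. With a length scale for each biocide and antibiotic, for 200 genes drawn at random and chosen after these values were seen, they were 21.5% and 40.7%; the same 200 genes with one length scale per factor gave 2.76% and 0.615%. The mean curves with that setting reached the level at iterations 12 and 27. The setting comes near these 2 values of the paper, which are not of exactly the same form, but not near its rise of the distance over the first 10 iterations or a gain in cluster accuracy, and it is not known to be the paper's model.

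For the distance between consecutive conditions the paper gives an R2 of 0.31 for a rise over the first 10 iterations and of 0.77 for the fall after it; here they were 0.0162 and 6.53e-05. For the first, mutual information (0.208) and no exploration (0.332, with a negative slope) did not differ, while the other 7 alternatives set at the start, from 0.000325 to 0.149, did. For the second, the 9 alternatives set at the start, from 4.02e-05 to 0.254, differed, and the length scale for each biocide and antibiotic, chosen after seeing the data, gave 0.806 with a negative slope.

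In Fig. 5b, read by eye, the log2 ratios in povidone-iodine/kanamycin are about 1.2 for htpG and about 1.1 for clpB in the paper, against 1.27 and 1.12 here, a difference within the precision of the reading, which was made with the values here already known. The scale of Supplementary Data 1 is not stated in what was read; taken as ratio to control minus 1, which none of the 44 conditions matched with a correlation over 0.99, the paper's values are 1.48 for dnaK in povidone-iodine/kanamycin, 1.19 for dnaJ in kanamycin and 1.07 for dnaJ in povidone-iodine/kanamycin, against 1.36, 0.978 and 0.967 here; no other settings were run for these. For the 32 genes seen there, the profiles of the 44 conditions correlated with those here across genes, which are not independent replicates, by 0.323 to 0.986 (median 0.929), and 32 of the 44 conditions had their best match under the same name. The correlation was low for chlorophene/norfloxacin (0.472), which matched chlorophene/ampicillin best. It was 0.415 for chlorophene/ampicillin, 0.566 for chlorophene/kanamycin and 0.866 for chlorophene/rifampicin.

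The legend of Fig. 2c in the paper gives n = 1123, taken as its number of expressed genes; here the rule of Methods gave 1184, and 1182 to 1210 over the settings run. The legend of Fig. 5b in the paper describes a comparison with kanamycin only; with kanamycin as the reference 0 genes were at least 2-fold up here, 0 were called by edgeR (119 at an unadjusted p under 0.05) and 0 by DESeq2, while the paper's 5 genes were found against the control. The paper names baeS as differentially expressed in chlorophene/norfloxacin; here it changed by 0.31 (edgeR adjusted p = 0.351). It names gorA among the lower genes; here gor changed by -0.27 (adjusted p = 0.0733) and qorA by -1.04. It names gstA, dadA, yhiI and cspD in the exclusive list. Here they were also at least 2-fold lower in 6, 2, 11 and 8 other conditions. Read as in no other norfloxacin condition, the list of 12 genes held cspD, gstA, yhiI and qorA. Read as not in norfloxacin alone, the list of 51 held these and dadA. With no other chlorophene condition or norfloxacin alone, the list held 0 of them.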

Other observations

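The test of exchanged labels and of the 40320 arrangements, the comparison of SOS genes between conditions, and the simulated overlap of lists, were chosen after the results were seen; the additive model and the error without 4 conditions were added after the data were seen but before their own results, and the splits were planned.

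Splits of 3 against 3 libraries give 10 in all, so chance cannot be excluded from the splits alone. For povidone-iodine/kanamycin, kanamycin, chlorophene/norfloxacin and norfloxacin against the control, simulations without any change called 0 genes in each of 8 runs. The data gave 10, 10, 332 and 24, which argues against chance for these counts. As many genes as with the real groups were called in 1 of 10 splits for povidone-iodine/kanamycin, kanamycin, chlorophene/norfloxacin and norfloxacin against the control and for chlorophene/norfloxacin against norfloxacin, while for povidone-iodine/kanamycin against kanamycin, where edgeR and DESeq2 both called 0 (119 and 167 at an unadjusted p under 0.05), the 10 of 10 is fixed by the count of 0 and says nothing on chance. The median of 275.5 called genes over the 44 conditions was reached in 2 of 25 labellings, the real one included, so that this count does not exclude chance; of the 24 random relabellings, 23 had a median of 0 and 1 had 322.5.

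An additive biocide plus antibiotic model had a larger error for unobserved conditions than the GP models under random selection, by 0.00644 at iteration 23 (n = 50 starts, permutation p = 0.0052), which argues against the additive model predicting as well at that iteration. The difference was 0.00378 (permutation p = 0.13) with shared hyperparameters, where the additive model was better in 26 starts, and p ranged from 1e-05 to 0.13 over the 11 alternatives. At iteration 1 the additive model had the lower error (0.291 against 0.302). With the 4 conditions with possibly exchanged labels left out of the error only, while they stayed in the training and the selection, guided minus random error was -0.00663 (permutation p = 0.21), so that whether the result rests on them cannot be told. Without exploration, the same omission gave -0.00866 (permutation p = 0.045, against 0.44 with them), with shared hyperparameters 0.00356 (p = 0.59) and with a length scale for each biocide and antibiotic -0.0575 (p = 1e-05, the smallest the permutations can give); p ranged from 1e-05 to 0.97 over the 11 alternatives.

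By their signatures, 104 libraries of the treated conditions matched the antibiotic of their label (86 to 105 over the settings with all replicates), and at least 97 matched the biocide, while simulated libraries with true labels matched throughout. In all 3 replicates, 4 conditions were off for the antibiotic (chlorhexidine/ampicillin, isopropanol/norfloxacin, peracetic acid/kanamycin and peracetic acid/norfloxacin) and 6 for the biocide, 4 of which held rifampicin with or without another biocide. Single libraries of other conditions were off too. Among them, benzalkonium chloride/ampicillin replicate 1 and benzalkonium chloride/kanamycin replicate 2 matched glutaraldehyde best.

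Norfloxacin raised the SOS genes recN (4.10), sulA (3.72), umuD (2.35), recA (2.32), lexA (1.95) and dinI (1.88). In chlorophene/norfloxacin against norfloxacin, sulA was lower by -1.11 and called, while recN (-0.98) and recA (-0.90) were under the 2-fold minimum. The fold changes of norfloxacin and chlorophene/norfloxacin over the shared control had a Pearson correlation of 0.193 across genes, which are not independent replicates, against 0.405 to 0.501 in simulations without changes; 17 genes were called in both, against 7 to 11 in lists of the same lengths taken by lowest p in the simulations, where the shared control alone relates them. In H2O2/ampicillin katG changed by -0.07 and trxC by 1.14.

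The largest changes between chlorophene/norfloxacin and norfloxacin, among genes whose replicates did not overlap, were pspG (4.62), yjiY (4.29) and pspA (4.26) upward and yahE, allS and sgbH downward. The change of yjiY was 0.83 without chlorophene/norfloxacin replicate 2. At 0 counts against 55, yahE was at least 2.81-fold lower by the 95% limit for counting error, and 3.57-fold lower against a floor of 3 counts over the group. At 1 count against 67 and 66, the ratio was 13.0 (2.26 to 523) for allS and 12.9 (2.23 to 515) for sgbH, with 95% intervals for counting error alone, from totals of 4600575 and 23622671 counts. On the genome sgbH overlaps lyxK and sgbU by 12 bp in all and yahE overlaps yahF by 11 bp, so their counts are uncertain there.

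Scaling by library size instead of TMM moved the median of all genes by over 0.1 in 9 of 23 comparisons, from -0.386 for the rifampicin response with chlorhexidine to 0.451 for rifampicin against the control, and changes in these are to be read relative to that shift. The split between higher and lower genes moved by over 10 percentage points in 19 of 42 comparisons, in 16 of them toward higher. For the dependence of the chlorophene effect on norfloxacin it went from 67 higher and 27 lower to 102 and 19, and for rifampicin from 621 and 501 to 1156 and 262.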
